A study of Homo sapiens with 4 samples. Its data were reported in "Targeting of epigenetic co-dependencies enhances anti-AML efficacy of Menin inhibitor in AML with MLL1-r or mutant NPM1" (2023).

How the data were processed

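H3K27ac ChIP-seq of MOLM13 cells was compared between 2 treatments of 16 hours, 500 nM OTX015 and 500 nM SNDX-50469 plus 500 nM OTX015, with 1 ChIP library each. The labels also hold 1 input library per treatment, for which no processed values were used here; libraries of untreated cells or of SNDX-50469 alone were not analysed here. The sample titles write the mark as H2K27Ac and the antibody label as H3K27Ac; the antibody label was followed.

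Per the submitters' processing notes, reads were made with bcl2fastq 2.17, trimmed with Trimmomatic 0.33, aligned to GRCh38 with Bowtie 1.1.2, and broad peaks were called with MACS2 2.1.0. The authors deposited 1 broad peak list per ChIP library, with a score, a fold enrichment over background, a −log10 p and a −log10 q for every peak. The deposited score equalled 10 times the −log10 q, cut to a whole number, for 55849 of 55852 OTX015 peaks and 86206 of 86207 combination peaks. The fold enrichment is a ratio of pileup to background that the authors' peak caller averaged over a peak; its median was 3.56 in the OTX015 list and 3.43 in the combination list, and 107 and 32 peaks reached 6. These values were used to describe, rank or filter peaks within a list, to score stitched domains, and to solve the background of each list, from which depth was compared and a common enrichment cut was set.

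The lists give no read numbers, so depth was inferred. The lowest peaks of a list shared 1 fold and 1 −log10 p (14431 OTX015 peaks at 3.40 and 3.84; 13553 combination peaks at 3.24 and 3.83). Under a Poisson background with a pseudocount of 1, whole pileups of 5 over 0.764 and of 7 over 1.47 fragments per base gave these values; the next best pileups missed the −log10 p by 0.0465 and 0.144. With these constants the −log10 p of 98.8% of OTX015 peaks and 99.2% of combination peaks was matched within 0.1, so both lists behave as if called against a constant background, without local correction for copy number or input.

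Peak ends passed the GRCh37 length of 5 chromosomes, as the stated GRCh38 requires. Gene positions came from the RefSeq gene table of GRCh38.p14; strands alone came from GENCODE v44 lifted to GRCh37, matched by symbol and chromosome, and no coordinate was converted. Of 20037 protein-coding genes, 19312 had a single strand and were used. The 5′ end is the outer end of the gene record; ends of other transcripts were not used. The 21 gene lists were fixed before the data were examined, and 336 of 337 entries matched, 3 by an older symbol; PECAM1 was left out.

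Covered length is the union of peaks on chromosomes 1 to 22, X and Y. Overlap of at least 1 bp used bedtools 2.31.1, with Wilson 95% intervals that cover counting over peaks only. A promoter is the 5′ end with 1 kb either side, the 5′ window has 10 kb either side, and a locus is the gene body with 10 kb either side. A list's median difference in locus cover, combination minus OTX015, was placed among 10000 random lists of the same size. These were drawn from genes with cover and matched in 20 bins of mean cover. Loci of neighbouring members can share peaks, which the random lists did not reproduce. After the ROSE method, peaks wholly within 2.5 kb of a 5′ end were left out, the rest stitched within 12.5 kb, scored by length times fold, and domains past the point of slope 1 of the scaled rank curve were counted; signal tracks were not used, so this is a proxy. A chromosome was called dense when at least 0.75% of it was covered in both lists, a rule chosen after seeing the data.

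The genes named are all members of the MLL fusion target lists and of the mRNA lists of the study, the 3 members of each other list with the largest absolute locus difference (1 list and 1 member of another are left out of the text), the 8 genes with the largest difference in the 5′ window in each direction (at least 20 kb apart), and the genes nearest the 10 highest domains of each list. Alternatives planned before the data were examined were stricter peaks, equal peak numbers, merged peaks, other overlap rules, other windows and other stitching; those added after seeing the data left out the dense chromosomes, matched random lists also on chromosome group, used the 5′ window in place of the locus, or set a common enrichment over background. On simulated data with known answers, cover was right in 200 of 200 runs and the background in 200 of 200. A planted loss in lists of 12 among 8000 genes fell below percentile 2.5 in 40 of 40. Unchanged lists stayed between 2.5 and 97.5 in 40 of 40. The planted loss was large against the spread, shared by all members, and genes were simulated as independent. Small losses, overlapping loci and other list sizes were thus not tried. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.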

Results

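H3K27 acetylation, a histone mark of active promoters and enhancers, was mapped by ChIP-seq in MOLM13 cells, a human acute myeloid leukaemia line driven by an MLL-AF9 fusion. Cells were treated for 16 hours with 500 nM OTX015, an inhibitor of BET bromodomain proteins, or with 500 nM OTX015 plus 500 nM SNDX-50469, which blocks the binding of Menin to MLL proteins. The comparison addresses what the Menin inhibitor adds to BET inhibition at the chromatin of MLL fusion target genes. The measurement is 1 H3K27ac peak list per treatment, of 55852 peaks for OTX015 and 86207 peaks for the combination. With 1 library per treatment, no difference had a replicate check and no test between treatments was made. Cover means the length of a region lying under peaks, on GRCh38. The background pileup solved from the peak values was 0.764 fragments per base in the OTX015 library and 1.47 in the combination library, so the combination library was the deeper by 1.92 times and its lowest peaks needed 4.76 times background, against 6.54 times for OTX015.

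Most of the 12 genes in a list of MLL fusion targets named by the study had less H3K27ac cover in the combination list than in the OTX015 list. MYC, which the study also counts among such targets, is not in this list and was covered more. Over the 12 targets, each taken as the gene body with 10 kb either side, peaks covered 127 kb with OTX015 and 68.6 kb with the combination, and 9 loci were covered less and 3 more. MEIS1, the HOX cofactor on chromosome 2, had 9.34 kb under peaks with OTX015 and no peak with the combination. Cover of JMJD1C was 15.5 kb with OTX015 and 0.240 kb with the combination, and that of SENP6 was 20.0 and 6.22 kb. The CDK6 locus had 11.6 and 3.34 kb covered, and BMI1 17.3 and 10.2 kb. HOXA9 had 6.12 and 2.33 kb, PBX3 5.32 and 1.36 kb, and MEF2C 6.83 and 2.19 kb. In the gene body of HOXA9 alone the difference had the opposite sign, 0.850 kb more with the combination.

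LAMP5 differed little, with 12.7 kb in the OTX015 list and 12.2 kb in the combination list, though with peaks of −log10 q of at least 5 none of the 12 loci had cover in the combination list and LAMP5 was among 5 that had it with OTX015. The 3 loci covered more with the combination were FLT3 on chromosome 13 (7.90 and 12.6 kb), MYB on chromosome 6 (1.78 kb more, to 14.2 kb) and BCL2 on chromosome 18 (1.95 and 3.67 kb). Near the 5′ end the picture was more uniform: within 10 kb of it, 11 of the 12 genes had cover and all 11 had less with the combination, FLT3, MYB and BCL2 included. MEF2C had none there in either list. These 5′ windows summed to 71.2 kb with OTX015 and 34.8 kb with the combination.

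The median locus difference of the 12 genes, combination minus OTX015, was −4.30 kb. It lay at percentile 0 of 10000 random gene lists of the same size matched on covered kb, whose central 95% of medians ran from 0.0739 to 6.40 kb. The study names several of these genes for lower H3K27ac in the combination library itself, so the percentile describes the 2 libraries and is not independent evidence.

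**Figure D1:**
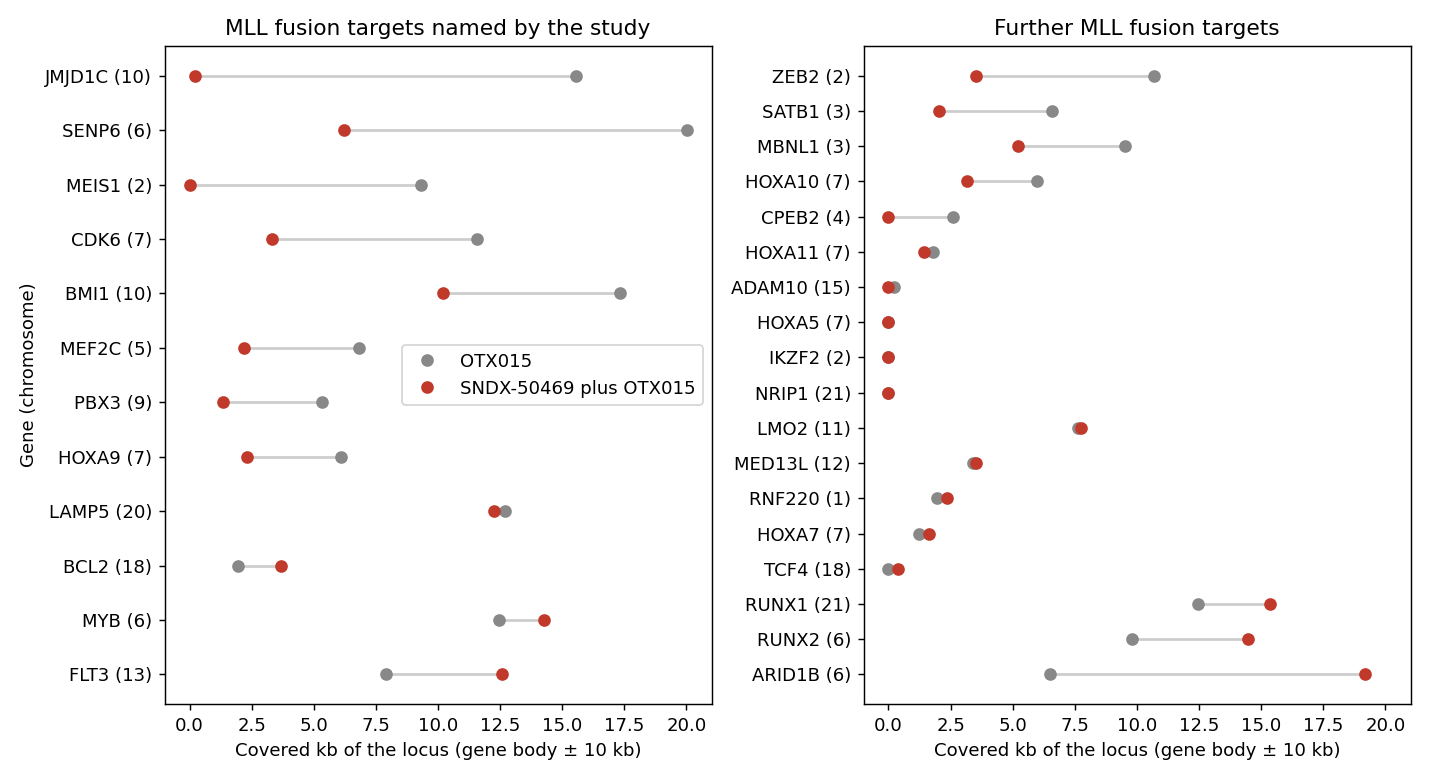
Covered kb of each MLL fusion target locus (x axis; gene body with 10 kb either side) in the OTX015 list (grey) and in the combination list (red), 1 library each, for the 12 genes named by the study (left) and 18 further targets (right), with the chromosome in brackets. JMJD1C, SENP6, MEIS1 and CDK6 show the widest loss, and ARID1B and RUNX2, both on chromosome 6, the widest gain.

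Further MLL fusion targets, fixed before the data were examined, went both ways. Of the 18 genes, 15 had cover, 7 with less and 8 with more in the combination list. The loci of neighbouring HOXA genes overlap, HOXA9 of the other list included, so the same peak can count for several of them. ZEB2 had 10.7 kb with OTX015 and 3.53 kb with the combination, SATB1 6.59 and 2.03 kb, MBNL1 9.52 and 5.20 kb, and HOXA10 5.97 and 3.16 kb. CPEB2 had 2.58 kb with OTX015 and no peak with the combination. Cover was higher with the combination at ARID1B (6.52 and 19.2 kb), RUNX2 (9.79 and 14.5 kb) and RUNX1 (2.88 kb more, to 15.3 kb). RNF220, LMO2, MED13L, TCF4 and HOXA7 were covered slightly more and ADAM10 and HOXA11 slightly less, and HOXA5, IKZF2 and NRIP1 had no peak in either list. The median difference was 0.1 kb, at percentile 7.81 of matched random lists. It fell to percentile 0.125 with peaks of −log10 q of at least 2, to 0.890 with equal numbers of peaks and to 0 with 50 kb flanks, but was 37.9 without the 6 densely covered chromosomes (5, 6, 8, 13, 19 and 20) and 48.9 when the random lists were also matched on chromosome group.

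Among all protein-coding genes, the largest losses near 5′ ends again included MLL fusion targets. The 8 genes whose cover within 10 kb of the 5′ end was lower by most in the combination list were LHX3, MACROH2A1, ZEB2, JMJD1C, DACH1, BRD3, MYO1G and DRC8. LHX3 on chromosome 9 had 14.4 kb with OTX015 and 2.75 kb with the combination, and MACROH2A1 on chromosome 5 had 13.2 and 2.43 kb. BRD3, which encodes a target of OTX015, had 6.84 and 0.698 kb. The 8 genes with the largest excess in the combination list, PDE7A, LRRC14, TMEM64, OTUD6B, MRPL13, WASHC5, TIGD5 and ENPP2, all lie on chromosome 8, of which peaks covered 8.08% with OTX015 and 17.9% with the combination; PDE7A, the first of them, had 3.61 and 15.6 kb.

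A second ranking, chosen after the values were seen, left out the 6 densely covered chromosomes 5, 6, 8, 13, 19 and 20. MEIS1 and COMMD3, the neighbour of BMI1, then joined LHX3, ZEB2, JMJD1C, BRD3, MYO1G and DRC8 among the 8 largest losses. The 8 largest gains were at CCL3L3, SNX20, MPO, SPNS3, USP4, MEFV, CEBPE and AP5B1. CEBPE, a factor of granulocyte maturation, had no peak within 10 kb of its 5′ end with OTX015 and 3.48 kb with the combination. MPO had 5.61 kb there with OTX015 and 9.92 kb with the combination, and MEFV 0.916 and 4.48 kb. CCL3L3 (4.87 and 9.83 kb) has near-identical copies, so its reads are uncertain.

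**Figure D2:**
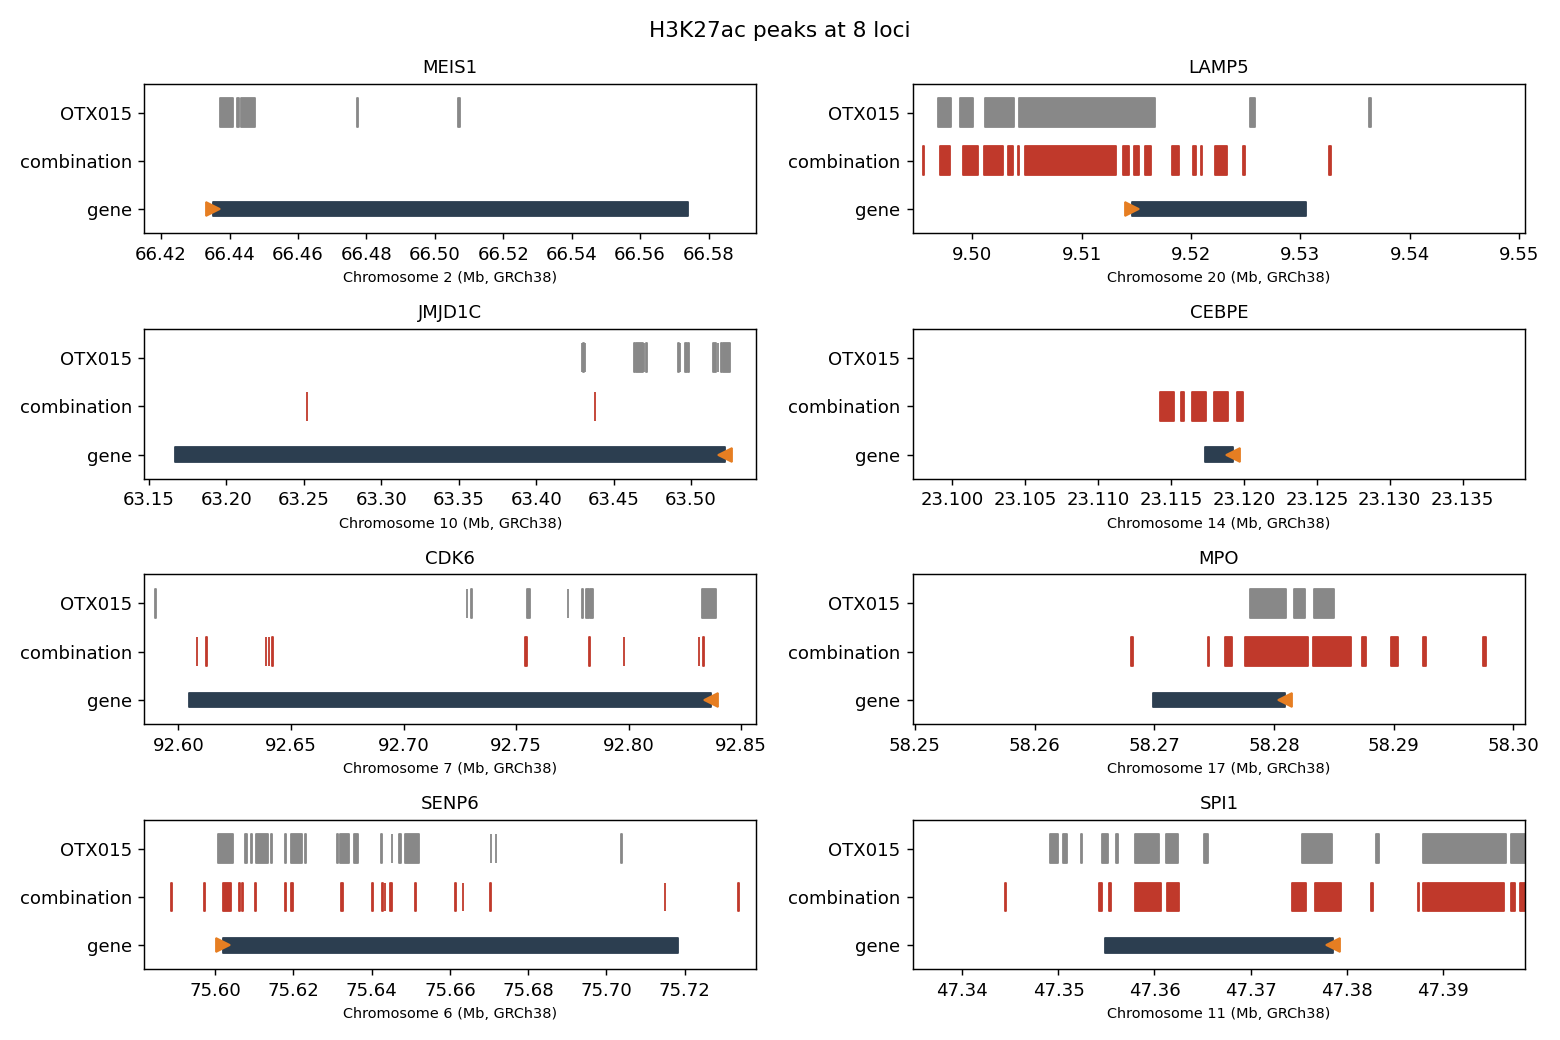
Peaks of the OTX015 list (grey) and of the combination list (red) along 8 loci, with the gene body in dark blue and an arrow at its 5′ end; the x axis is the position in Mb on GRCh38, to scale within each panel. MEIS1 has no peak in the combination list and CEBPE none in the OTX015 list, while LAMP5 and SPI1 are covered in both.

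The genes whose mRNA the study names as lower with the combination went both ways in cover. The study measured these mRNAs, and those it names as higher, against SNDX-50469 alone, whereas cover is compared here with OTX015 alone, so the directions cannot be set against each other. Of the 13 genes, 3 were covered less (LAMP5, TERT and SLC19A1) and 7 more. MYC on chromosome 8 had 4.44 kb with OTX015 and 12.0 kb with the combination, where the surrounding 10 Mb was covered to 13.7% and 34.2%. MPO had 5.61 and 10.1 kb over its locus, IL7R 1.76 and 5.97 kb, and TERT 4.40 and 0.930 kb. GATA2, KAT2A, CD93 and BCL2 were the other genes covered more, and CDK4, CD244 and CLEC12A had no peak in either list. The list stood at percentile 44.7 of matched random lists.

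Of the 7 genes whose mRNA the study names as higher, 6 were covered slightly more with the combination, in short stretches. S100A9, S100A8, ITGAM and BCL2L11 had no peak with OTX015 and 0.367, 0.349, 0.289 and 0.197 kb with the combination. HEXIM1, a BET inhibition marker, had 0.360 kb more, and HMOX1 had 0.395 and 0.531 kb. CDKN1A had less, 7.01 kb with OTX015 and 5.70 kb with the combination, though more in the gene body alone (by 1.49 kb) and with 50 kb flanks (by 2.93 kb). This list stood at percentile 70.8.

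Myeloid genes were mostly covered more with the combination, as were genes in general (7602 of the 12794 protein-coding loci with cover). Of the 20 myeloid differentiation genes with cover, 14 had more and 6 less with the combination; the members with the largest differences were LY96 on chromosome 8 (19.2 and 51.8 kb), CEBPE (no peak and 3.48 kb) and CD68 (4.67 and 2.38 kb). Their median stood at percentile 90.3, and between 43.9 and 99.5 under the alternatives. It stood at 99.0 without the dense chromosomes, 96.3 with random lists matched also on chromosome group, and 43.9 in the 5′ window. Among granule and promyelocyte genes, MPO and PRTN3 (10.1 and 12.4 kb) were covered more and CTSG less (4.86 and 1.11 kb), at percentile 58.4, and between 46.2 and 97.8 under the alternatives. Haematopoietic transcription factors were covered more in 12 of 16 cases, led by ETV6 (58.7 and 70.3 kb), IRF8 (2.77 and 6.78 kb) and RUNX1, at percentile 13.1, and between 0.770 and 75.2 under the alternatives. Leukaemia stem and progenitor surface genes had few peaks, with 2.53 and 5.13 kb over 15 loci. CD33 and CD44 were covered more and ADGRG1 less, at percentile 70.4. A locus without a peak may still carry the mark, as only 11 and 14 of 20 housekeeping genes had a promoter peak.

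In lists of growth and stress genes other than cell cycle genes, more members gained than lost cover, as among genes in general. BET inhibitor response markers stood at percentile 50.5, with MYC and IL7R covered more and ZMYND8 less (6.21 and 4.27 kb). Among drug targets and co-dependencies, at percentile 23.4, KAT6A on chromosome 8 was covered more (4.33 and 17.8 kb) and BRD3 less (8.76 and 0.698 kb). Cell cycle genes, 9 covered less and 7 more, stood at percentile 3.59, and between 1.80 and 17.6 under the alternatives. CDK6 was lower. CCND3 on the dense chromosome 6 (6.10 and 14.6 kb) and RB1 on the dense chromosome 13 (3.49 and 8.01 kb) were higher. The surrounding 10 Mb was covered to 2.95% and 5.19% for CCND3, and to 1.58% and 4.01% for RB1. MYC targets and ribosome biogenesis genes stood at percentile 58.8, with RRP12 and BOP1 covered more and PUS1 less. The apoptosis and BCL2 family stood at percentile 48.5, with BAX, CASP8 and BCL2A1 covered more.

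TNF and NF-kB response genes were covered more in 17 of 22 cases, at percentile 84.9, and between 47.7 and 98.4 under the alternatives. The percentile was 96.4 without the dense chromosomes, 83.1 with random lists matched also on chromosome group, and 47.7 in the gene body alone. ICAM1 had 0.355 and 5.57 kb, TNF 7.69 and 12.8 kb and TNFAIP3 3.72 and 8.12 kb. ICAM1 lies on the dense chromosome 19, and TNF and TNFAIP3 on the dense chromosome 6. Cover of the surrounding 10 Mb was 3.07% and 6.08% for TNF, 1.51% and 4.28% for TNFAIP3, and 3.01% and 4.77% for ICAM1. In proportion, only the gain at ICAM1 exceeded that of its surroundings. The interferon response list, with TAP1 and IRF1 higher and STAT2 lower, stood at percentile 17.3, and between 0.05 and 89.9 under the alternatives. Housekeeping genes had more cover in 15 of 17 cases, with YWHAZ on chromosome 8 (8.41 and 24.6 kb), CHMP2A and RPS18 the furthest apart, at percentile 92.6. For B cell genes (BLK, CD79A and CD22 higher) the percentile was 90.0, for T and NK cell genes (GNLY and LCK higher, NKG7 lower) 33.3, for erythroid and megakaryocyte genes (EPOR, GP9 and KLF1 higher) 70.1, and for genes outside blood (SFTPC, SNAP25 and GFAP higher) 98.0 (66.2 to 99.3 under the alternatives), the latter over 2.48 kb with OTX015 and 9.60 kb with the combination in 19 loci. Of other genes named as higher in the lists other than MLL fusion targets, BLK, BOP1 and SFTPC lie on chromosome 8. TAP1 and RPS18 lie on chromosome 6, IL7R and IRF1 on chromosome 5, and SNAP25 and CD93 on chromosome 20. On chromosome 19 lie PRTN3, CD33, CD79A, CD22, BAX, EPOR, KLF1 and CHMP2A. Each of these chromosomes was dense and was covered more with the combination as a whole. Among these lists, those given without a range stayed between percentiles 2.5 and 96.6 under all alternatives. With peaks of −log10 q of at least 2 the direction turned for KAT6A, RB1, IRF8, RUNX1, TERT, RPS18, CD68 and BLK, with −log10 q of at least 5 for MYB and ARID1B, and with equal numbers of peaks for BCL2 and SNAP25.

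The peak lists as a whole were dominated by chromosome 8. It held 24234 OTX015 peaks (43.4%) and 41468 combination peaks (48.1%), and peaks covered 8.08% and 17.9% of it. Chromosomes 5, 6, 13, 19 and 20 were also dense, with cover of 1.16% and 1.87% together; on chromosome 6 it was 1.27% and 2.80%. On the other 18 chromosomes cover was nearly equal, 7.45 Mb with OTX015 and 7.42 Mb with the combination, in 15586 and 17329 peaks. Over all chromosomes, peaks covered 26.0 Mb with OTX015 and 44.4 Mb with the combination, a ratio of 1.71 at length-weighted mean folds of 3.86 and 3.61. The ratio was 2.21 on chromosome 8 and 0.996 without the 6 dense chromosomes. The ratio of peak numbers was 1.54 for all peaks. It was 2.64 among peaks of −log10 q of at least 2 (4211 and 11097 peaks) and 0.535 among those of at least 5 (129 and 69 peaks).

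**Figure D3:**
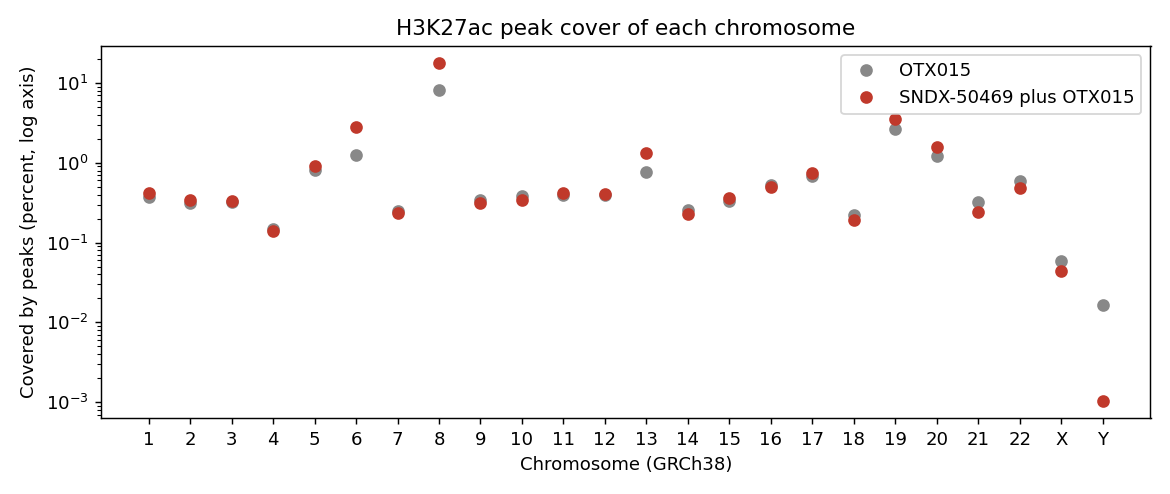
Percent of each chromosome covered by peaks (y axis, log scale) in the OTX015 list (grey) and the combination list (red), 1 library each. Chromosome 8 stands highest in both lists, at 8.08% and 17.9%, and most other chromosomes have nearly the same cover in both.

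Promoters on ordinary chromosomes more often carried a peak with OTX015 than with the combination. Outside the 6 dense chromosomes, 1673 of 14540 protein-coding genes (11.5%) had a peak within 1 kb of the 5′ end with OTX015 and 1369 (9.42%) with the combination; 866 had it in both lists, 807 with OTX015 only and 503 with the combination only. On chromosome 8 the order was reversed, 322 and 508 of 681 genes. Over all chromosomes the numbers were close, 2894 and 2982 genes, with 1753 in both lists, 1141 with OTX015 only, 1229 with the combination only and 15189 in neither; with equal numbers of peaks the combination had fewer, at a ratio of 0.787. Of OTX015 peaks 5.10% lay at a promoter (Wilson 95% interval 4.92 to 5.28%), and of combination peaks 3.64% (3.51 to 3.76%).

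**Figure D4:**
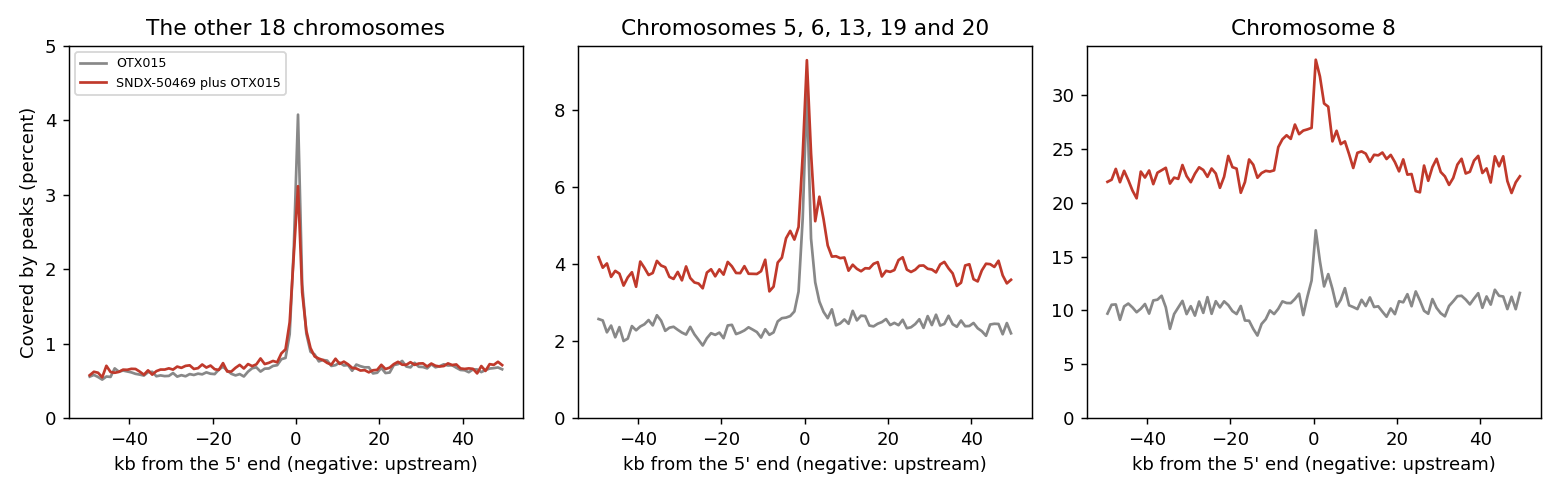
Percent of bases covered by peaks (y axis) by distance from the 5′ end of protein-coding genes (x axis, kb), in the OTX015 list (grey) and the combination list (red), in 3 sets of chromosomes with their own y scales. On the other 18 chromosomes cover within 1 kb of the 5′ end was 3.19% and 2.66%, and on chromosome 8 cover 40 to 50 kb away was already 10.6% and 22.4%.

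Weak peaks were found in both lists less often than strong ones. Combination peaks overlapped 33.3% of OTX015 peaks by at least 1 bp (18615 of 55852, Wilson 95% interval 32.9 to 33.7%), and OTX015 peaks overlapped 21.0% of combination peaks (20.8 to 21.3%). For the 13963 OTX015 and 21551 combination peaks lowest by −log10 p the shares were 20.5% and 10.5%, and for as many (13963 and 21552) at the top 47.9% and 33.9%. Among peaks of −log10 q of at least 5, 123 of 129 OTX015 peaks (95.3%, 90.2 to 97.9%) met a combination peak of any strength. Of 69 such combination peaks, 67 (97.1%, 90.0 to 99.2%) met an OTX015 peak of any strength. With both lists cut at −log10 q of at least 5, the shares were only 34.1% of OTX015 peaks and 60.9% of combination peaks. With both cut at 2 they were 31.6% and 12.1%. For all peaks, the shares on chromosome 8 were 49.9% and 27.7%, and outside the dense chromosomes 20.2% and 18.6%.

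Stitched domains, a proxy for the super-enhancer ranking of the study, mostly marked chromosome 8. The tangent rule kept 245 OTX015 domains and 197 combination domains, 149 and 124 of them on chromosome 8. Outside the 6 dense chromosomes lay 51 and 18. The rule is scaled to the highest domain of a list, which spanned 1793 kb with OTX015 and 6318 kb with the combination, both on chromosome 8. Domain counts, and which genes meet a kept domain, thus depend on that top domain. With the dense chromosomes left out beforehand, the rule kept 496 and 484 domains. Genes nearest the 10 highest OTX015 domains were C8orf90, NDRG1, EXOC3, CPSF1, FER1L6, ZNF706, KCNK9, PUF60, CLVS1 and ZHX2, of which EXOC3 lies on chromosome 5 beside AHRR and the others on chromosome 8. Those nearest the 10 highest combination domains were CPQ, NCALD, TMEM65, KCNK9, TG, CYRIB, MTBP, ZNF704, CLVS1 and FAM110B, all on chromosome 8. Of the 12 MLL fusion targets named by the study, BMI1, LAMP5, SENP6 and MYB met a domain past the tangent with OTX015, and LAMP5 and MYB with the combination. The 13 genes whose mRNA the study names as lower went the other way. LAMP5 and MYC met such a domain with OTX015, and MPO, LAMP5, CD93 and MYC with the combination. The order of the domain counts turned with peaks of −log10 q of at least 2 (96 and 200 domains) or at least 5 (5 and 6). It also turned with a stitching distance of 5 kb (529 and 565).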

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

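No paired analysis was possible because each treatment had 1 library and the groups shared only replicate number 1. The alternatives without the densely covered chromosomes, with a common enrichment over background, with chromosome group matching and with the 5′ window for gene lists were chosen after seeing the data; the others were planned. The MLL fusion targets named by the study stood between percentile 0 and 1.14 of random lists under the 8 alternatives run for gene lists. For stricter peaks, equal peak numbers and other flanks, changes of sign are given for genes whose locus cover differed by at least 1 kb. Smaller differences, such as those of LAMP5, LMO2 and MED13L, turned under some alternatives too. Where the construction of an alternative does not show it, the cause of a change was not tested.

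With peaks of −log10 q of at least 2, the ratio of combination to OTX015 was 2.64 for peak number, 0.918 for genes with a promoter peak and 2.08 for stitched domains; overlap was 31.6% of OTX015 and 12.1% of combination peaks, promoter shares were 20.3% and 7.06%, and the further MLL targets stood at percentile 0.125. Differences of locus cover changed sign for RUNX1 (−1.15 kb), TERT (0.604), RB1 (−0.359), KAT6A (−0.752), IRF8 (−1.46), RPS18 (−0.541), CD68 (0.445), BLK (−0.192), C8orf90 (0.403) and PUF60 (−2.34). With −log10 q of at least 5, the ratios were 0.535 for peak number, 0.694 for covered length, 0.274 for genes with a promoter peak and 1.2 for domains; overlap was 34.1% and 60.9%, promoter shares were 42.6% and 21.7%, and MYB (−7.35 kb) and ARID1B (−3.03 kb) changed sign. The further MLL targets and 18 other lists then had fewer than 3 covered members and gave no percentile. So did 6 lists with −log10 q of at least 2, 2 without the dense chromosomes, 1 in the gene body alone and 1 in the 5′ window.

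With equal numbers of peaks, the peak ratio was 1 by construction and that of genes with a promoter peak was 0.787; overlap was 27.5% and 26.0%, the promoter share of combination peaks was 4.10%, the further MLL targets stood at percentile 0.890, and BCL2 (−0.699 kb) and SNAP25 (−0.105 kb) changed sign. Merging within 1 kb moved the overlap of combination peaks to 21.6%. Requiring 50% of a peak to be covered gave overlaps of 21.5% and 10.3%, and reciprocal 50% gave 8.39% and 5.44%. Promoters of 2.5 kb either side took 7.87% and 6.60% of peaks. In the gene body alone HOXA9 (0.850 kb) and CDKN1A (1.49 kb) changed sign; with 50 kb flanks CDKN1A did (2.93 kb) and the further MLL targets stood at percentile 0. Stitching within 5 kb gave a domain ratio of 1.07.

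Without the dense chromosomes the ratio of covered length was 0.996 and that of genes with a promoter peak 0.818, overlaps were 20.2% and 18.6%, and promoter shares were 10.4% and 7.77%. At a common enrichment of 6.54 times background the ratios were 0.0208 for peak number and 0.0776 for covered length. Every OTX015 peak starts at that level, so this removes peaks from the combination list alone. All 12 MLL fusion targets named by the study then had less cover with the combination, FLT3, MYB and BCL2 included. So did all 14 further targets with cover, RUNX1, RUNX2 and ARID1B included. Using all sequences of the files moved nothing, since they hold only these chromosomes. The alternative with the 5′ ends of all transcripts was not run, as transcript models of GRCh38 were not used here. A −log10 q of at least 2 was reached by 4211 of 55852 OTX015 peaks and 11097 of 86207 combination peaks.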

Other observations

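The peaks described next were picked from the 60 strongest of each list after their values were seen, with no test behind the choice. Among the 5 strongest peaks of both lists, those on chromosome 3 (from 93470364 with OTX015), chromosome 16 (from 46390307) and chromosome 1 (from 125183687) lay in no annotated gene, in repeat-rich sequence near centromeres. In both lists the 60 strongest by −log10 q also included peaks inside CCDC26 on chromosome 8, from 129539736 to 129553250 with OTX015 and from 129540807 to 129553219 with the combination, in the region of the blood enhancer cluster of MYC. A peak upstream of SPI1, on chromosome 11 from 47387977 to 47396570 with OTX015 and from 47387961 to 47396427 with the combination, was among them in both lists too. Peaks within AHRR on chromosome 5 stood near the top of both lists. The strongest OTX015 peaks also lay at SENP6, FOXP1, LAMP5, DACH1 and ARHGEF2. Among the strongest combination peaks were those at AHI1, beside MYB, at BRD2, FRY, LAIR1 and GSE1.

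Outside the dense chromosomes, domains within ETV6 ranked second with OTX015 and first with the combination (11724710 to 11820903 on chromosome 12 with OTX015, 11694736 to 11863503 with the combination), and SPI1, GRK2, ZNF595 and GINS2 were nearest to further domains among the first 10 of both lists. DDIT4 was among the first 10 with OTX015 only, and TSPOAP1, next to MPO, with the combination only. Of the 20 strongest peaks of the combination list, 4 overlapped nuclear pseudogenes of mitochondrial genes, on chromosome 1 from 629092 to 634920 and within PCBD2 on chromosome 5; of the 20 strongest OTX015 peaks, 1 did.

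The tests of the patterns that follow were all chosen after values of the 2 lists had been seen. The combination list covered more of chromosome 8 than the OTX015 list, 17.9% against 8.08%. A deeper library over a chromosome present in extra copies may account for it. Under a Poisson background the cover with OTX015 implied a ratio of 2.98 to the genome average. This predicted 15.3% cover in the combination list, within 1.17 times of the observed value. On chromosome 6 the same step predicted 1.75% and 2.80% was observed. The ratio exceeded 1 on every chromosome but X and Y, so 2.98 is not a copy number. The match does not single out extra copies, as chromosome 12 matched too (0.410% predicted, 0.408% observed). Cover moved unequally along chromosome 8, from 3.63% to 2.59% in its first 5 Mb, the only such stretch to fall, and from 12.4% to 38.6% in the 5 Mb from 100000001. Wider acetylation at its genes stays open, since the excess of cover at 5′ ends over that 40 to 50 kb away grew 1.70 times, from 4.53 to 7.71 percentage points, while the cover 40 to 50 kb away grew 2.12 times.

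The list of 12 MLL fusion targets had less cover in sum in the combination list, 68.6 kb against 127 kb. Fewer fragments in that library are excluded, since its background pileup was 1.92 times that of the OTX015 library. Whether weaker enrichment at all loci alike was the whole cause stays open. The study does not name 4 of the genes for lower H3K27ac in the combination library (HOXA9, SENP6 and BMI1 lower, BCL2 higher). Against random lists matched on cover and chromosome group, these 4 stood at percentile 0.08. Their median was −5.47 kb, against −2.69 to 3.50 kb for the central 95%. The lists were not matched on peak strength, and strong peaks also weakened elsewhere, so this percentile cannot set the explanation aside. A part of the loss may be general, as cover within 1 kb of all 5′ ends outside the dense chromosomes was 0.834 times that with OTX015. The wider windows used for the targets showed no such general fall there. Within 10 kb of the 5′ end 2972 genes had more cover with the combination and 2583 less, and over the locus 4629 and 4042. Among strong peaks a larger general fall was seen. Genes with a promoter peak of −log10 q of at least 5 numbered 62 with OTX015 and 17 with the combination. Enrichment over background fell from 18.6 to 9.46 inside CCDC26 and from 15.8 to 9.30 at MALAT1. It rose, from 17.1 to 42.8, at the mitochondrial pseudogenes of chromosome 1. Whether the Menin inhibitor lowered the mark at fusion targets as a class cannot be told: the further MLL targets stood at percentile 48.9 of such lists and at 37.9 without the dense chromosomes, but at 7.81 with matching on cover alone and between 0 and 10.8 with stricter or equal numbers of peaks or other flanks, and each treatment had 1 library.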
